A study of Homo sapiens with 14 samples. Its data were reported in "Constitutively bound CTCF sites maintain 3D chromatin architecture and long-range epigenetically regulated domains" (2020).

How the data were processed

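LNCaP, an established androgen-responsive line of human prostate cancer cells, had been transfected with 20 nM of a pool of small interfering RNAs (siRNAs) against CTCF, or with 20 nM of a non-targeting control pool, and total RNA had been collected 24, 72 and 144 h later. For the 144 h time the cells had been split at 72 h and transfected again. Biotin-labelled RNA was hybridised to Affymetrix Human Gene 2.0 ST arrays. The 14 arrays fall into 7 groups of 2: untransfected cells, and control siRNA and CTCF siRNA at each of the 3 times. The untransfected arrays carry no time in their labels, although their description codes begin with 72, as those of the 72 h arrays do. Replicate numbers in the titles run over 1 and 2 in every group, whereas the description codes of the 24 h arrays end in 3 and 4.

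The authors read the scanner files in R 3.2.5, corrected the background, quantile normalised the arrays and summarised the probes by median polish (RMA), and the deposited table holds the resulting log2 values, with 1 column per array and no missing value. No value in it is centred per gene. The scanner files were not analysed here, so neither the background correction nor the detection of single probes could be varied, and the distance of a value from background is not known. The median log2 value per array ran from 3.67 to 3.72 over all 53617 rows of the table. An array has no read depth. The number of arrays limits the precision, and the median standard error of a log2 difference was 0.140 for CTCF against control siRNA.

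Probe sets were named through the platform annotation given with the data, with symbols checked by gene identifier against a RefSeq gene table of assembly GRCh38.p14. Exactly 1 gene was named for 16098 probe sets (14884 distinct symbols), and none named several genes. The other 37519 rows are unnamed in that annotation, which does not make them rows without a gene. They stayed out of the main tests and enter an alternative. The array table names no genome build, so no coordinates are given. The RefSeq table served only for names and for the order of neighbouring genes.

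Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, Benjamini-Hochberg over the probe sets tested, threshold 0.05). CTCF and control siRNA were compared at each time, and the CTCF effects of different times were compared with each other, in a fit over the 12 siRNA arrays with 6 groups and the replicate number as a fixed block. That block follows the study's methods, which enter the pairing of the replicates in the design matrix. Contrasts with untransfected cells came from a fit of all 14 arrays with 7 groups and the same block. Each group holds 2 arrays, which the study describes as biological duplicates, and the p-values measure the spread between these arrays. Errors are the standard errors (SE) of the moderated fit, and n is the number of arrays per group.

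The samples of each fit, the test, the alternatives, the rule for naming genes and the gene lists were fixed before the data were examined. Named are CTCF, all genes of the 2 kallikrein lists, and the probe sets past the threshold with the largest changes that had the same sign in both replicate numbers: 12 per direction for CTCF against control siRNA at each time, 6 per direction against untransfected cells and 5 per direction for differences between times. Up to 4 members past the threshold are named per gene list. Placeholder symbols and small RNAs were counted but not named. The lists were written from general knowledge. They cover the kallikrein LREA and LRES regions (long-range epigenetic activation and silencing, the neighbouring active and silenced domains of the locus that the study examined), cohesin and its regulators, androgen response, S phase, G2/M phase, p53 targets, interferon-stimulated genes, clustered protocadherins, imprinted genes, HOX genes, neuroendocrine and neuronal markers, basal epithelial markers, fibroblast and stromal markers, immune cell markers, luminal and epithelial identity, the integrated stress response, the unfolded protein response, cholesterol biosynthesis, hypoxia and glycolysis, histone genes and ribosomal proteins. The androgen response list shares KLK2, KLK3 and KLK4 with the LREA list. Each list was tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, which asks whether the genes of a list move on balance in a single direction without comparing them with other genes. The probe set with the highest mean over all arrays stood for each gene, and adjustment was over the lists within a contrast. None of the 21 histone genes was measured under the symbols listed, so that list was not tested.

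The scripts were also run on simulated arrays with 200 of 16098 probe sets changed. For CTCF against control siRNA at 144 h, the fit recovered 35.8% of the 1.5-fold, 71.6% of the 2-fold and 95.5% of the 4-fold changes, and 10 of its 145 calls were false. At 72 h the shares were 31.3%, 67.2% and 95.5%, and at 24 h 40.3%, 85.1% and 95.5%. Each comparison was simulated once, with its own random probe sets changed. Design and spread were the same at all 3 times, so the gaps between times come from the random draw. For the difference between the effects at 144 and 24 h, the shares recovered were 2.99%, 38.8% and 90.9%. Differences between times were thus detected less readily than effects at a single time. In simulated list tests for the 144 h comparison, camera found 21 of 21 shifted lists and called 2 of 420 tests of other lists. The simulated genes varied independently of each other. These tests therefore do not show how often camera calls a list whose genes are correlated.

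Alternatives were a fit without the replicate block, a block from the description numbers, the replicate number as a random block, a common median for all arrays, a further quantile normalisation of the tested probe sets, removal of probe sets below the 30th percentile of mean level, all rows of the table, an intensity trend with robust moderation, array weights, all 14 arrays in the fit, only the 4 arrays of a given time with no replicate block (2 choices changed together), 1 adjustment over the 3 times, and each array left out in turn. A group left with 1 array is then assumed to vary like the other groups. Groups of 2 are too small for an outlier test or for other splits of the samples.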

Results

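CTCF is a zinc-finger protein that binds DNA at many sites and marks borders between chromatin domains, and the study asked whether its loss changes gene expression across the genome and at the kallikrein (KLK) locus. Expression was measured on 14 arrays from LNCaP cells: 2 of untransfected cells, and 2 each of cells given control siRNA or CTCF siRNA for 24, 72 or 144 h. Values are RMA log2 values, and differences between them are log2 differences with the group named first minus the other. Replicate arrays of a group correlated across the 16098 tested probe sets at r = 0.992 to 0.994.

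The CTCF transcript itself was lower in every CTCF siRNA array than in every other array. Its probe set (16820193) had a mean log2 value of 8.82 ± 0.05 (SD, n = 2) in untransfected cells and of 9.06 ± 0.08, 8.999 ± 0.02 and 9.13 ± 0.09 (SD, n = 2 each) in control siRNA cells at 24, 72 and 144 h. After CTCF siRNA it was 6.99 ± 0.37, 7.28 ± 0.26 and 6.89 ± 0.07 (SD, n = 2 each) at these times. Against control siRNA, CTCF was lower by 76.1% at 24 h (95% CI 68.6 to 81.8%), 69.7% at 72 h (60.2 to 76.9%) and 78.8% at 144 h (72.2 to 83.9%), with limma adjusted p = 0.00573, 0.00618 and 0.000137. The log2 differences were −2.07, −1.72 and −2.24, each with an SE of 0.176. With 1 array left out, the adjusted p passed 0.05 at 24 h without control siRNA replicate 1 (0.138), control siRNA replicate 2 (0.196) or CTCF siRNA replicate 1 (0.0560), and at 72 h without control siRNA replicate 1 (0.0628), control siRNA replicate 2 (0.0926) or CTCF siRNA replicate 2 (0.128). The difference stayed between −2.35 and −1.78 at 24 h and between −1.97 and −1.48 at 72 h.

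**Figure D1:**
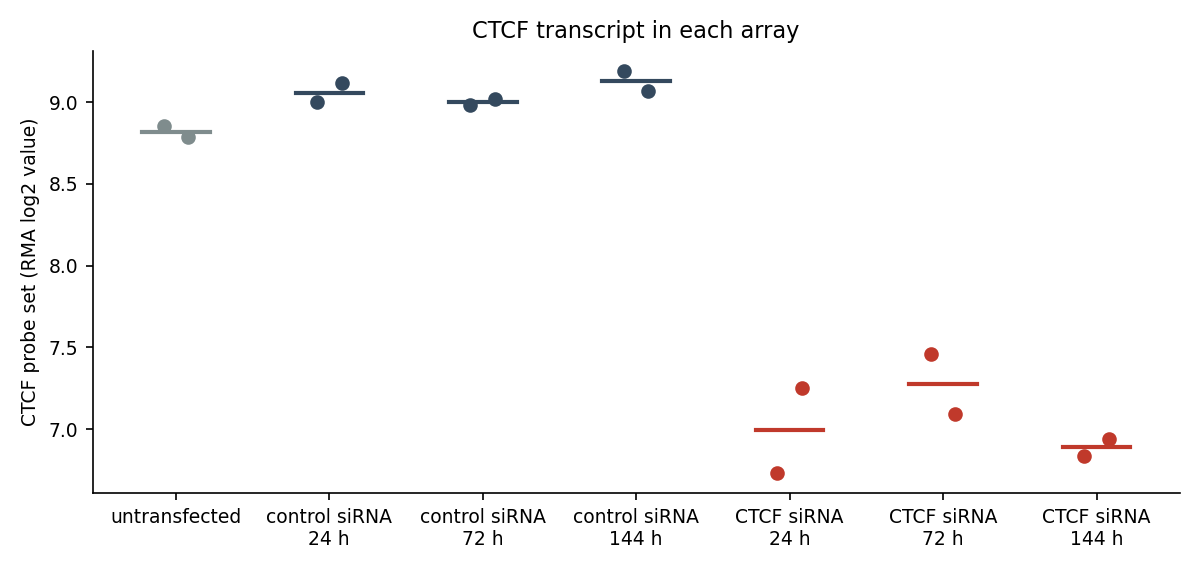
RMA log2 value of the CTCF probe set on each of the 14 arrays, by group; points are arrays and lines are group means. All 6 CTCF siRNA arrays lie below all 8 others, and the untransfected mean is 8.82.

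At 24 h, CTCF was the only named gene that changed between CTCF and control siRNA. In all, 2 of 16098 probe sets passed the threshold (limma), and the other was MIR519D, a microRNA gene chosen here after its values were seen, whose log2 difference was 1.06 at a low level. At unadjusted p under 0.05 there were 971 probe sets. No gene list passed, the lowest camera adjusted p being 0.236. Leaving out either control siRNA array of 24 h, or CTCF siRNA replicate 1 of 24 h, left 0 calls, and leaving out 7 of the other arrays left 1.

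At 72 h, 30 probe sets changed, 16 higher and 14 lower after CTCF siRNA, 20 of them by at least 2-fold. The largest increases were RPL26L1-AS1, a long non-coding RNA antisense to a ribosomal protein gene (2.24 ± 0.20, SE, n = 2), and CLUL1, a clusterin relative known from the retina (2.14 ± 0.21). STC1, a secreted glycoprotein hormone, rose by 1.57 ± 0.21, and STAG1, a core subunit of cohesin, the ring complex that is held at CTCF sites, by 1.21 ± 0.12. Other increases were PXN-AS1 (1.502), SYCE3 of the synaptonemal complex (1.29), METTL25 (1.25), GLIPR1L2 (1.23), MAP1B, a microtubule-binding protein of neurons (1.19), WEE2-AS1 (1.03), ZNF648 (0.90) and YY2, a relative of the transcription factor YY1 (0.84). The largest decreases after CTCF siRNA were ZBTB39, a zinc-finger gene (−2.10 ± 0.21), CTCF, and OCRL, an inositol polyphosphate phosphatase (−1.48 ± 0.22). SAAL1 (−1.43), N4BP2 (−1.42), PPA2, a mitochondrial pyrophosphatase (−1.14), RP9 (−1.06), GTF2IRD2 (−1.04), the histone acetyltransferase KAT2B (−1.03), PBLD (−0.98), EOGT (−0.82) and CPNE2 (−0.82) were also lower. Adjusted p from limma ran from 0.00618 to 0.0498 over these genes.

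Of the gene lists at 72 h, only the unfolded protein response passed camera (adjusted p = 0.000157), with all 10 measured members on the negative side and a median of −0.32. The adjusted p was 0.817 with an estimated correlation. None of its members passed the threshold, either over all probe sets or adjusted over the list alone; SDF2L1 had the smallest p, with −1.02 ± 0.30. The count of 30 rested on part of the 72 h arrays. It fell when either control siRNA array or CTCF siRNA replicate 2 of 72 h was left out. Leaving out CTCF siRNA replicate 1 of 72 h did not lower it. The count also fell without either CTCF siRNA array of 144 h.

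At 144 h, 606 of 16098 probe sets (3.76%; 589 symbols) differed between CTCF and control siRNA, 381 higher and 225 lower, and 180 of them changed by at least 2-fold. RPL26L1-AS1 rose most, by 3.68 ± 0.20 (SE, n = 2; 12.8-fold, limma adjusted p = 3.3e-05), followed by MAP1B at 2.97 ± 0.14 (7.81-fold, adjusted p = 2.53e-05) and CLUL1 at 2.48 ± 0.21. TMTC2, an endoplasmic reticulum protein of O-mannosylation (2.44), SYCE3 (2.42), the signal peptidase subunit SEC11C (2.32), SGK1, a steroid-inducible kinase (2.17), CALCRL, the receptor shared by adrenomedullin and calcitonin gene-related peptide (2.09), the transcriptional repressor ATXN1 (2.04), CFAP47 (2.02), the pancreatic glycoprotein GP2 (1.99) and METTL25 (1.98) rose as well. ZBTB39 fell by 3.36 ± 0.21 (10.3-fold lower, adjusted p = 5.06e-05), PPA2 by 2.83 ± 0.17 (7.12-fold lower, adjusted p = 4.56e-05) and OCRL by 2.80 ± 0.22. The remaining decreases were CDKN2AIPNL (−2.60), the transcription factor PAX1 (−2.59), BOLA3, which acts in mitochondrial iron-sulfur protein assembly (−2.54), the chemokine receptor ACKR3 (−2.45), CTCF (−2.24), DET1 (−2.07), GTF2IRD2 (−2.03), the RNA-binding protein RBM45 (−1.94) and SAAL1 (−1.90). Each of these genes had an adjusted p of 0.00648 or less. By annotation, 524 of the probe sets called were protein coding and 41 were long non-coding RNAs. Leaving out 1 array of the comparison lowered the count to 210 (control siRNA replicate 1), 245 (control siRNA replicate 2), 222 (CTCF siRNA replicate 1) or 236 (CTCF siRNA replicate 2).

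Several of the lists held genes that changed at 144 h. Among androgen response genes, 6 of 27 measured rose and 2 fell (8 and 2 adjusted over the list alone). SGK1 (2.17), the transcription factor MAF (1.26 ± 0.17), EAF2 (1.16 ± 0.20) and ZBTB10 (0.67 ± 0.10) were higher, while the list's KLK2, KLK3 and KLK4 did not pass. Camera gave an adjusted p of 0.00368 for this list, and adjusted p = 0.450 with an estimated correlation. Of 10 measured genes of luminal and epithelial identity, 2 fell (4 adjusted over the list alone): CD24, a surface glycoprotein (−1.71 ± 0.16, limma adjusted p = 0.000428), and FOLH1, which encodes prostate-specific membrane antigen (−0.61 ± 0.11, adjusted p = 0.0138). The camera adjusted p was 0.00805, with adjusted p = 0.454 with an estimated correlation. Of 13 hypoxia and glycolysis genes, the mitophagy receptors BNIP3L (−0.67 ± 0.13) and BNIP3 (−0.56 ± 0.11) fell (3 adjusted over the list alone), with a camera adjusted p of 0.00242, and adjusted p = 0.483 with an estimated correlation. Of 27 interferon-stimulated genes, OASL alone rose (0.72 ± 0.13; 1 adjusted over the list alone), with a list median of 0.24 and a camera adjusted p of 0.00140, and adjusted p = 0.483 with an estimated correlation. Of 16 clustered protocadherins, neuronal adhesion genes whose promoter choice is known to involve CTCF, PCDHB14 alone fell (−0.77 ± 0.18; 1 adjusted over the list alone), at a low level, with a camera adjusted p of 0.0499, and adjusted p = 0.450 with an estimated correlation. These 5 lists were the ones that camera called, and none of the calls held with an estimated correlation. The androgen response and luminal lists also passed fry (adjusted p = 0.0261 and 0.0448).

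STAG1 was the only 1 of 11 cohesin genes that changed at 144 h (1.46 ± 0.12, SE, n = 2; limma adjusted p = 0.000208; 1 adjusted over the list alone), and the list as a whole did not pass camera (adjusted p = 0.196). Among 22 imprinted genes, GRB10, an adaptor of insulin receptor signalling (−1.12 ± 0.11), and MEST (−0.97 ± 0.16) fell (3 adjusted over the list alone; camera adjusted p = 0.275). Of 27 HOX genes, HOXD13 fell (−0.80 ± 0.15); adjusted over the list alone, 1 was higher and 3 lower (camera adjusted p = 0.173). Of 17 p53 targets, RRM2B rose (0.62 ± 0.13) and TP53INP1 fell (−0.58 ± 0.12), with 3 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.296). Of 10 immune cell markers, CD68, a lysosomal protein of macrophages, rose (1.17 ± 0.13; 1 adjusted over the list alone), and the list did not pass (camera adjusted p = 0.861). No member passed the threshold among 31 S phase genes (camera adjusted p = 0.173), 40 G2/M phase genes (0.296), 16 neuroendocrine and neuronal markers (0.660), 6 basal epithelial markers (0.399), 8 fibroblast and stromal markers (0.569), 16 integrated stress response genes (0.476), 10 unfolded protein response genes (0.923), 16 genes of cholesterol biosynthesis (0.191) or 30 ribosomal proteins (0.275). The stress response gene AARS1 (−0.49 ± 0.12) passed when adjusted over the list alone, and no other member of these lists did.

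**Figure D2:**
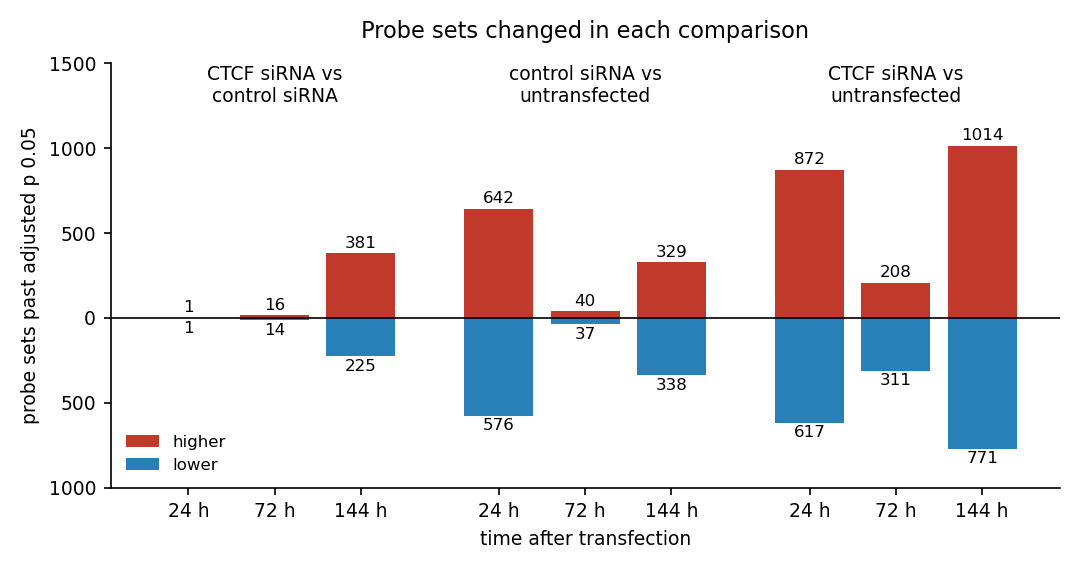
Number of probe sets past a limma adjusted p of 0.05 in each comparison, with higher values above 0 and lower values below, by time after transfection. CTCF against control siRNA gave 2, 30 and 606 calls at 24, 72 and 144 h, and control siRNA against untransfected cells gave 1218, 77 and 667.

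The genes that changed at 144 h leaned the same way at 72 h. Of the 606 probe sets, 531 (87.6%) had the same sign at 72 h, against 57.3% of the probe sets not called at 144 h, and 388 (64.0%) had it at 24 h, against 53.1%. Of the 30 calls at 72 h, 27 were also called at 144 h in the same direction, 13 higher and 14 lower, where independent lists would share 0.379 and 0.196. Over the 606 probe sets, the median ratio of the difference at 72 h to that at 144 h was 0.336, and for 24 h it was 0.0715. The 3 times use different arrays, but genes are not independent replicates. Both call lists also use a common spread estimate per probe set, which favours the same probe sets at both times. The overlap given for independent lists is therefore likely too low. The description numbers are 1 and 2 at 72 and 144 h but 3 and 4 at 24 h. Cultures linked between 72 and 144 h could therefore also bring these 2 times closer, which cannot be told apart here. Tested directly, the CTCF effect differed between 144 and 24 h for 128 probe sets (70 with a higher and 58 with a lower difference at 144 h; limma), between 144 and 72 h for 3, and between 72 and 24 h for 0, with 864 at unadjusted p under 0.05. Without replicate 1 and 2 in turn, the 128 became 23 and 55 (control siRNA at 24 h), 35 and 39 (control siRNA at 144 h), 58 and 30 (CTCF siRNA at 24 h) and 56 and 63 (CTCF siRNA at 144 h), and the 3 calls fell to 0 when any array but CTCF siRNA replicate 2 of 72 h was left out.

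**Figure D3:**
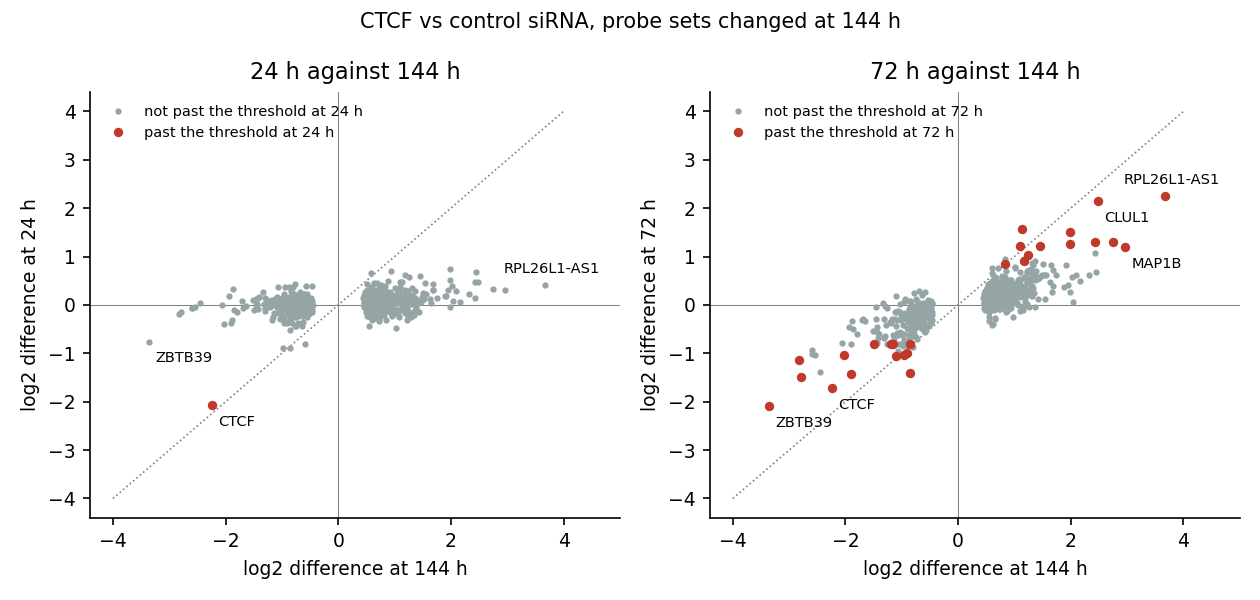
Log2 difference between CTCF and control siRNA at 24 h (left) and 72 h (right) against that at 144 h, for the 606 probe sets called at 144 h; the dotted line marks equal differences and red points passed the threshold at the earlier time. At 24 h only CTCF passed the threshold among them, and at 72 h the median ratio to 144 h is 0.336.

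No gene of the KLK locus passed the threshold between CTCF and control siRNA at any time. At 144 h the 6 LREA genes differed by −0.14 to 0.32, with KLK3, which encodes prostate-specific antigen, at −0.14 ± 0.18 (SE, n = 2), KLK2 at 0.18 ± 0.16, KLK4 at 0.32 ± 0.12, KLK15 at 0.24 ± 0.20, KLK1 at 0.20 ± 0.20 and the pseudogene KLKP1 at 0.06 ± 0.18. The smallest limma adjusted p among them was 0.213, for KLK4. The 10 LRES genes differed by −0.25 to 0.43: KLK14 by 0.43 ± 0.14, KLK13 by 0.42 ± 0.23, KLK12 by −0.25 ± 0.20, KLK6 by 0.19 ± 0.15, KLK7 by 0.15 ± 0.21, KLK9 by 0.13 ± 0.14, KLK11 by 0.09 ± 0.18, KLK8 by −0.08 ± 0.13, KLK5 by 0.07 ± 0.14 and KLK10 by 0.04 ± 0.12. The smallest adjusted p was 0.138, for KLK14. The 95% intervals at 144 h reach from −0.54 to 0.69 for LREA genes and from −0.69 to 0.93 for LRES genes. Changes within these limits are therefore not excluded. Estimates were positive for 5 of 6 LREA genes and 8 of 10 LRES genes. The intervals of KLK4 (0.05 to 0.60) and KLK14 (0.12 to 0.73) lay above 0, and all others at 144 h included 0. At 24 h the interval of KLK8 (−0.59 to −0.02) lay below 0. The intervals are per gene and not adjusted for the number of genes. By mean level over all arrays, LRES genes lay between the 15.1 (KLK12) and 53.6 (KLK8) percentiles of the tested probe sets. KLK3, KLK2 and KLK4 lay at 93.3 to 98.5, and KLK1, KLK15 and KLKP1 at 47.4 to 65.0. Whether a small rise from a low level would be seen on these arrays was not tested. Neither list passed camera at 144 h (adjusted p = 0.306 and 0.308), and 0 members of either passed adjusted over the list alone. At 72 h the LREA genes differed by 0.04 to 0.35 and the LRES genes by −0.29 to 0.23, and at 24 h by −0.18 to 0.38 and −0.31 to 0.23.

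**Figure D4:**
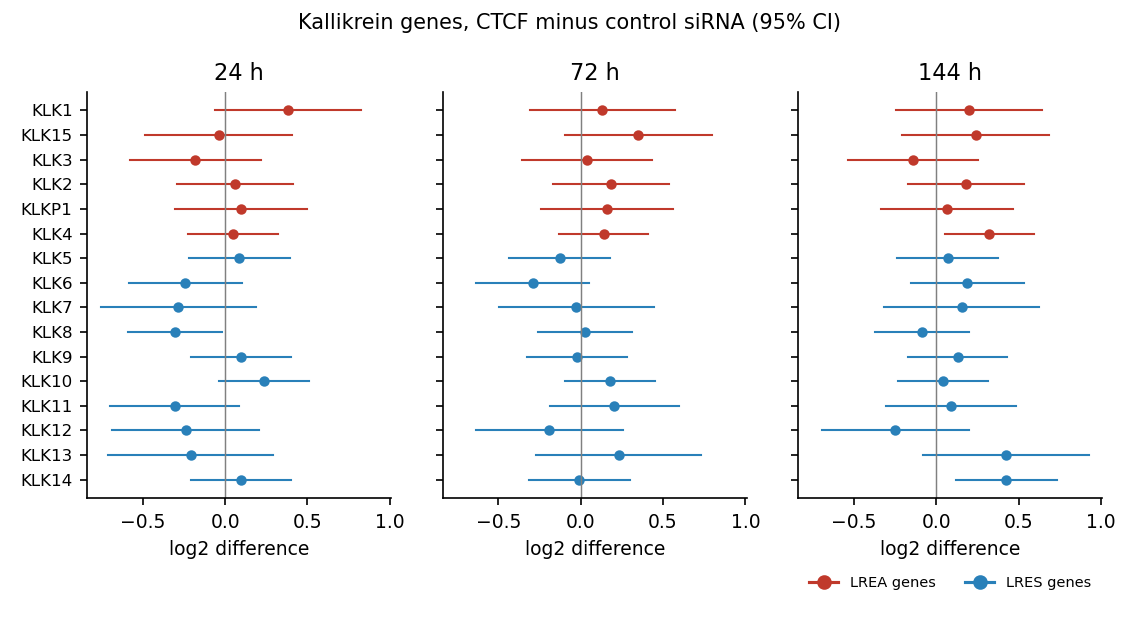
Log2 difference between CTCF and control siRNA for the 6 LREA genes and the 10 LRES genes at 24, 72 and 144 h; points are estimates and lines are 95% confidence intervals from the limma fit. At 144 h the estimates run from −0.14 to 0.32 in the LREA region and from −0.25 to 0.43 in the LRES region.

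Control siRNA cells differed from untransfected cells at each time, among others in genes of DNA replication and mitosis. At 24 h, 1218 probe sets passed (642 higher, 576 lower), and they included 28 of 31 S phase genes and 35 of 40 G2/M genes, all higher (30 and 39 adjusted over the list alone). MCM10, an initiator of DNA replication, rose by 2.34 ± 0.26 (SE, n = 2), the ubiquitin ligase adaptor DTL by 2.09 ± 0.22, the exonuclease EXO1 by 2.01 ± 0.26, the checkpoint mediator CLSPN by 1.99 ± 0.29 and the cell cycle transcription factor MYBL2 by 1.99 ± 0.16. TXNIP, an inhibitor of thioredoxin, had the largest difference, 4.07, with an SE of 0.91. The lysosomal protein LAMP3 fell by 2.32 ± 0.28, ENTPD3 by 2.27 ± 0.23, CFAP107 by 2.20, TMEM140 by 1.92, TMC5 by 1.84 and POPDC1 by 1.82. Integrated stress response genes were lower (10 of 16; 14 adjusted over the list alone), among them the mitochondrial enzyme PCK2 (−1.23 ± 0.17) and the tRNA synthetase WARS1 (−1.26 ± 0.17), as were 4 of 10 unfolded protein response genes (9 adjusted over the list alone) and 7 of 13 hypoxia and glycolysis genes (9 adjusted over the list alone), with VEGFA at −0.93 ± 0.16. Adjusted p from limma for the genes named here was 0.0198 or less.

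At 144 h the same comparison gave 667 calls (329 higher, 338 lower). MCM10 (2.01 ± 0.26, SE, n = 2), MYBL2 (1.74 ± 0.16), EXO1 (1.67), DTL (1.65), the mitotic kinesin KIF20A (1.56) and CLSPN (1.54) were the largest increases, and 23 of 31 S phase and 33 of 40 G2/M genes rose (28 and 40 adjusted over the list alone). LAMP3 (−2.67 ± 0.28), CFAP107 (−2.57), the stress-induced transcription factor DDIT3 (−2.22 ± 0.38), the collagenase MMP13 (−2.15), ENTPD3 (−1.85) and TMEM140 (−1.79) fell most. Of unfolded protein response genes 9 of 10 fell (10 adjusted over the list alone), including the chaperone HYOU1 (−1.55 ± 0.26), and 8 of 16 integrated stress response genes did (14 adjusted over the list alone). At 72 h there were 77 calls (40 higher, 37 lower). MCM10 (1.51 ± 0.26), DTL (1.43), MYBL2 (1.32), ZNF367 (1.29), SHCBP1 (1.29) and GINS2 (1.25) rose, LAMP3 (−2.29 ± 0.28), POPDC1 (−1.46), ENTPD3 (−1.45), MMP13 (−1.43), TMEM140 (−1.35) and DNAAF4-CCPG1 (−1.22) fell, and 10 S phase and 3 G2/M genes were called higher (25 and 38 adjusted over the list alone). Adjusted p from limma for these genes was 0.0394 or less.

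Camera called S phase and G2/M genes higher, and the integrated stress response and the unfolded protein response lower, in control siRNA than in untransfected cells at all 3 times, with adjusted p of 5.21e-07 or less. For S phase, the calls ended with an estimated correlation (adjusted p = 0.252, 0.358 and 0.144 with an estimated correlation at 24, 72 and 144 h), and no list passed that way. Fry called S phase and G2/M genes at 24 h (adjusted p = 0.00352 and 0.00996) and at 144 h (0.0118 for both). The untransfected arrays are shared by the 3 times, so the 3 comparisons are not independent, and their time of collection is not in the labels. The counts also fell when 1 array was left out, which lowers the precision whichever array it is. At 24 h, 537 and 587 probe sets passed without untransfected replicate 1 and 2, and 554 and 306 without control siRNA replicate 1 and 2. At 144 h these counts were 112 and 311 without untransfected replicate 1 and 2, and 145 and 72 without control siRNA replicate 1 and 2. At 72 h, 0 and 2 passed without untransfected replicate 1 and 2, and 0 without control siRNA replicate 1, while leaving out either array of another group left 23 (control siRNA at 24 h), 31 (control siRNA at 144 h), 47 (CTCF siRNA at 24 h) or 40 (CTCF siRNA at 144 h).

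Against untransfected cells, CTCF siRNA gave 1489 calls at 24 h (872 higher, 617 lower), 519 at 72 h (208 higher, 311 lower) and 1785 at 144 h (1014 higher, 771 lower). At 24 h the named genes were largely those of the control siRNA comparison: TXNIP (4.21), MCM10 (2.38), CLSPN (2.05), DTL (2.01), EXO1 (1.99) and SNAI2, a repressor of epithelial genes (1.98), were higher, and LAMP3 (−2.60), CFAP107 (−2.16), POPDC1 (−2.00), ENTPD3 (−1.97), CTCF (−1.83) and TMEM140 (−1.78) were lower. At 72 h RPL26L1-AS1 (2.42), CLUL1 (2.12), FAR2P2 (1.66), STC1 (1.60), ENPP3 (1.55) and PXN-AS1 (1.55) rose most, and LAMP3 (−2.50), POPDC1 (−2.28), DDIT3 (−1.98), ZBTB39 (−1.94), CFAP107 (−1.88) and ENTPD3 (−1.77) fell most. At 144 h TXNIP (4.69), RPL26L1-AS1 (3.68), SGK1 (2.38), CALCRL (2.33), CLUL1 (2.23) and CFAP47 (2.23) rose, and ZBTB39 (−3.16), OCRL (−3.05), ACKR3 (−2.83), PPA2 (−2.83), the steroid dehydrogenase HSD17B14 (−2.57) and POPDC1 (−2.55) fell. Adjusted p from limma for these genes was 0.0228 or less. STAG1 was higher at all 3 times (1.01 ± 0.13, 1.36 ± 0.13 and 1.61 ± 0.13, SE, n = 2). Of S phase genes 27, 16 and 26 of 31 rose at 24, 72 and 144 h (30, 25 and 29 adjusted over the list alone), with camera adjusted p of 8.38e-24 or less, and adjusted p = 0.302, 0.333 and 0.255 with an estimated correlation. Of unfolded protein response genes 5, 8 and 9 of 10 fell (8, 9 and 10 adjusted over the list alone), with camera adjusted p of 1.71e-06 or less, and adjusted p = 0.325, 0.333 and 0.255 with an estimated correlation. At 144 h KLK2 (0.71 ± 0.17) and KLK14 (0.73 ± 0.13) were higher than in untransfected cells, while after control siRNA, where they did not pass, they also lay on the positive side (KLK2 0.53 ± 0.17, adjusted p = 0.119; KLK14 0.30 ± 0.13, adjusted p = 0.276; limma). At 24 h KLK4 was lower after either siRNA (−0.53 ± 0.13 for control and −0.48 ± 0.13 for CTCF siRNA).

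These counts also fell when 1 array was left out, in part because fewer arrays give less precision. Without untransfected replicate 1 they were 615, 141 and 1060 at 24, 72 and 144 h, and without untransfected replicate 2 they were 831, 174 and 1096. Without CTCF siRNA replicate 1 of the time compared they were 687, 199 and 792, and without CTCF siRNA replicate 2 they were 387, 81 and 940.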

Values the study reported

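The study reported a depletion of CTCF mRNA, by qRT-PCR, and of CTCF protein, by western blot, of ≥90% at 72 and 144 h. On the arrays it found CTCF mRNA alone to be significantly reduced at 24 h. It counted 17 genes with altered expression at 72 h and 663 at 144 h. Of these, 15 of the 17 and 155 of the 663 had carried CTCF at the promoter before transfection, and binding was lost at 15 of 15 and 145 of 155. It described no significant change in expression across the LREA and LRES parts of the KLK locus. By its ChIP-seq, CTCF stayed bound at the sites on the border between these parts after 144 h of CTCF siRNA. When those sites were targeted by CRISPR, the LRES genes rose by qRT-PCR, while the LREA genes did not change.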

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

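The tests of differences between times were fixed before the data were examined, while the tests of why 24 h gave so few calls, apart from the comparison itself, were chosen after the result was seen. The CTCF effect differed between times for a small set of genes. Cells of 144 h had also been split and transfected again, so time cannot be told apart from the second transfection. From 72 to 144 h, the difference between CTCF and control siRNA increased by 1.78 ± 0.20 (SE, n = 2) for MAP1B and by 1.42 ± 0.17 for the zinc-finger gene ZNF582, and it decreased by 1.37 ± 0.15 for TMEM144 (limma adjusted p = 0.0435, 0.0452 and 0.0435). From 24 to 144 h it increased by 3.27 for RPL26L1-AS1, 2.65 for MAP1B, 2.29 for TMTC2, 2.10 for SGK1 and 2.09 for SEC11C, and it was −2.66 for OCRL, −2.65 for PPA2, −2.61 for ZBTB39, −2.54 for CDKN2AIPNL and −2.53 for PAX1, with adjusted p from 0.00218 to 0.00844.

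Among the gene lists, the median difference between 72 and 24 h was −0.35 for the unfolded protein response (camera adjusted p = 0.00559). Between 144 and 72 h it was 0.40 for that list (adjusted p = 0.00894), 0.18 for androgen response (0.00417), −0.20 for clustered protocadherins (0.0469), −0.25 for luminal and epithelial identity (0.00894), −0.20 for hypoxia and glycolysis (0.00611) and −0.0962 for ribosomal proteins (0.0466). Between 144 and 24 h it was 0.19 for androgen response (0.0113), 0.19 for interferon-stimulated genes (0.0204), −0.21 for clustered protocadherins (0.0139), −0.30 for luminal and epithelial identity (0.00687) and −0.31 for hypoxia and glycolysis (0.000334). None of these passed with an estimated correlation, where the lowest adjusted p was 0.394. Of the 37519 unnamed rows, 346 (0.922%) were called at 144 h in a fit of all rows, 215 higher and 131 lower, against 1.65% of the annotated probe sets.

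At 24 h the CTCF transcript was already lower, yet hardly another probe set was called. The fit shares 1 estimate of the spread per probe set over all times, so the median SE was 0.140 at each of them. A weaker depletion could explain the few calls, and the CTCF difference at 144 h minus that at 24 h was −0.17 (95% CI −0.73 to 0.38). The estimate at 72 h, −1.72 against −2.07 at 24 h, goes against this, since 72 h gave more calls with no larger depletion, but the CTCF differences at these times were 0.34 ± 0.25 (SE, n = 2) apart, so the depletions cannot be told apart. Effects that build up after the transcript has fallen would give intermediate changes at 72 h. The median ratio to 144 h was 0.336 at 72 h (0.266 to 0.396 with 1 array left out) and 0.0715 at 24 h. That order fits. However, the description numbers set 24 h apart from the later times, and cells of 144 h had been transfected again. The ratio therefore does not isolate time. Remaining CTCF protein, not measured on these arrays, does not readily explain the step from 72 to 144 h. By the study's western blot, the protein was already depleted at 72 h as well as at 144 h. That blot did not cover 24 h, so protein remaining then stays possible as a reason for the few calls.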

How the results depend on the processing

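Most results kept their direction under the alternatives, while several counts moved, and where they did the cause was not tested unless stated. For CTCF against control siRNA at 24 h, the 2 calls became 1 with the block from the description numbers, 1 with dim probe sets removed, 0 over all rows, 5 with an intensity trend and robust moderation, 0 with only the 4 arrays of that time and no replicate block and 12 with 1 adjustment over the 3 times, and 0 to 2 with 1 array left out. At 72 h the 30 calls became 4 over all rows, 64 with trend and robust moderation, 0 with 4 arrays and no block and 58 with 1 adjustment, and 0 to 30 with 1 array left out. At 144 h the 606 calls became 274 with 4 arrays and no block and 337 with 1 adjustment, and 210 to 557 with 1 array left out. Over all rows there were 611 calls at 144 h, but only 265 of them were among the 606, the other 346 being unnamed rows, and at 72 h 1 of the 4 calls was among the 30. Over all rows, and with 4 arrays and no block, the CTCF difference at 24 h stayed at −2.07. Its limma adjusted p was then 0.135 and 0.300. At 72 h it was −1.72, with adjusted p = 0.0519 over all rows and 0.0714 with 4 arrays and no block. With 1 array left out it ran from −2.35 to −1.78 at 24 h, from −1.97 to −1.48 at 72 h and from −2.34 to −2.14 at 144 h.

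The 3 probe sets whose effect differed between 144 and 72 h became 14 with no replicate block, 0 with the description block, 9 with a random block, 10 after quantile normalisation, 25 with dim probe sets removed, 0 over all rows, 54 with trend and robust moderation and 13 with all 14 arrays, and 0 to 2 with 1 array left out. Between 144 and 24 h the 128 became 21 over all rows and 218 with trend and robust moderation, and 23 to 106 with 1 array left out. Between 72 and 24 h the count was 0 with any array left out.

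Deviations of arrays with the same replicate number correlated at 0.228 between control and CTCF siRNA at 72 h, 0.154 at 144 h and 0.0426 at 24 h. These first 2 were the only values over 0.1 among 21 pairs of groups, and the lowest was −0.0856. The numbers thus went with a shared deviation within 72 h and within 144 h, and less so across times. Across times the highest value was 0.0929, between CTCF siRNA at 72 and at 144 h. The block used here is common to all times, and the study's methods do not say how theirs was coded. Without the replicate block the counts for CTCF against control siRNA were 2, 40 and 648 at 24, 72 and 144 h.

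Against untransfected cells, control siRNA at 24 h gave 597 calls with the description block instead of 1218, and 306 to 1142 with 1 array left out. At 72 h its 77 calls became 1 over all rows, 221 with trend and robust moderation and 17 with array weights, and 0 to 60 with 1 array left out. At 144 h the 667 became 367 over all rows, and 72 to 621 with 1 array left out. CTCF siRNA at 24 h gave 633 with the description block instead of 1489, and 387 to 1421 with 1 array left out. At 72 h its 519 calls became 780 with dim probe sets removed, 234 over all rows, 914 with trend and robust moderation and 315 with array weights, and 81 to 517 with 1 array left out. At 144 h the 1785 became 792 to 1763 with 1 array left out.

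The number of gene lists called at 144 h, 5 with camera, was 0 with an estimated correlation 2 with fry, 4 with no replicate block, where the clustered protocadherins no longer passed (adjusted p = 0.0732), 4 with dim probe sets removed, which left too few of them to test, and 4 to 5 with 1 array left out. The share of the calls at 144 h with the same sign earlier ran from 84.0 to 92.8% at 72 h and from 57.2 to 70.5% at 24 h with 1 array left out. No KLK gene passed in any of these runs at 144 h, with 0 members called in either region. Small differences changed sign with 1 array left out. KLK1 ran from −0.12 to 0.51, KLK3 from −0.40 to 0.12, KLK6 from −0.0578 to 0.43, KLK7 from −0.00784 to 0.32, KLK8 from −0.20 to 0.0309, KLK9 from −0.0771 to 0.34, KLK10 from −0.00163 to 0.081 and KLKP1 from −0.00787 to 0.13.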

Other observations

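The pairs of neighbouring genes at 144 h and the array left out among untransfected cells were tests set down in advance, and the other tests here were chosen after the result was seen. Genes that changed after CTCF loss had a neighbour that changed the same way more often than random placement would give. TMTC2 (2.44) and METTL25 (1.98), which lie next to each other, both rose at 144 h (log2 differences, limma), as did YPEL2 (1.95) and GDPD1 (1.23), while SOX4 (−1.65) and its neighbour CDKAL1 (−0.66) both fell; these examples were chosen after their values were seen.

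STAG1 rose at 72 h (1.21 ± 0.12, SE, n = 2) and at 144 h (1.46 ± 0.12), while its paralogue STAG2 did not pass (0.31, limma adjusted p = 0.15). STAG1 and STAG2 are alternative subunits of cohesin, and cohesin with STAG1 is known to be the form more tied to CTCF sites. Whether more STAG1 protein follows, and whether it offsets part of the loss of CTCF, was not measured here.

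Changed neighbours could come from borders that no longer separate domains, from probes shared by overlapping or related genes, or from a clustering seen in any comparison. Without overlapping or alike-named genes, 28 adjacent pairs were called in the same direction at 144 h, against 9.41 on average among random placements (smallest possible permutation p = 1e-04), which argues against shared probes. Control siRNA against untransfected cells also gave more pairs than random placement, 19 against 10.96 (permutation p = 0.0157), as clustering in any comparison would. The excess was 2.98 (95% interval 1.98 to 4.30) after CTCF loss and 1.73 (1.04 to 2.71) in that comparison. Against control siRNA over untransfected cells at 24 h, the intervals met at 1.98 (1.52, 1.14 to 1.98), and over all adjacent pairs, overlapping and alike-named genes included, they lay apart (3.21, 2.27 to 4.40, against 1.66, 1.31 to 2.08). An effect of lost borders beyond general clustering therefore cannot be told apart in the comparison at 144 h, where the intervals overlap, although each ratio was higher after CTCF loss. Random placement also ignored expression level. Median control levels were 5.76 and 6.29 for probe sets called higher and lower at 144 h, against 4.67 for those not called. Whether level accounts for part of the excess was not tested. The intervals treat pairs as independent, but some share a gene, such as CAT or SESTD1. They are therefore likely too narrow, and intervals that lay apart do not settle the question.

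Genes of DNA replication and mitosis were higher in siRNA-treated than in untransfected cells, and this could reflect culture state at collection, the transfection itself or a single array. With either untransfected array left out, the S phase median of control siRNA cells at 144 h was still at least 0.871, against 1.07 with both, which argues against a single array. A difference confined to the cultures of 24 h is also argued against, since the S phase median at 144 h was 0.783 times that at 24 h. The S phase median was lowest at 72 h (0.855, against 1.37 at 24 h and 1.07 at 144 h). With 72 begin the description codes of the untransfected arrays, but whether this gives their time of collection is not stated. Culture state and transfection stay open, because the untransfected arrays carry no time in their labels and serve all 3 comparisons.

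The counts depend on the probe sets tested. Among the 16098 with 1 named gene, 30 passed at 72 h and 606 at 144 h, and with all 53617 rows adjusted together 4 (3 of them unnamed) and 611 (346 unnamed) did. The study counted genes, and why its counts differ from these was not settled.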
